A study of Mus musculus with 10 samples.

How the data were processed

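Transcript abundance was measured by sequencing libraries made from total RNA of 10 mice, 5 from wild-type mice and 5 from mice with a null allele of the microRNA gene Mir324. Each library came from the cartilage cap of the medial knee of 1 mouse. Per the labels' protocols, the tissue was frozen, ground in a mixer mill, extracted with a phenol reagent followed by a column kit, treated with DNase, and made into libraries with a low-input RNA kit from NEB with dual index barcodes. The age, sex, litter and sequencing batch of the mice were not stated in the labels, so no fit with a batch term could be made.

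The authors deposited one table of TPM values, the abundance of a transcript relative to a fixed library total after allowing for its length, with a column per mouse and 116912 versioned Ensembl mouse transcripts. The table's name gives kallisto, a pseudoalignment program, as its source, while the program's version, the transcript index, the trimming and the read layout were not stated. Each column summed to 1000000 TPM, checked on the values. TPM values carry no read counts, so the sequencing depth of each library is unknown, no counting interval or detection floor was computed, and no count model was used. Because every library is forced to the same total, transcripts that take up a large share of a library lower the TPM of all others. Each column was matched to its mouse by its name, and 0 columns belonged to other samples.

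Transcript identifiers were matched without their version numbers to GENCODE release M21 (GRCm38), which gave gene symbols, coordinates and 3′ UTR sequences. Of the transcripts, 115440 matched, of which 115427 carried a newer version number in the table than in the annotation and 13 the same one. The coordinates and 3′ UTRs given are therefore those of GRCm38 and not of the authors' index, whose build was not stated. The 1472 unmatched transcripts held between 0.275% and 0.356% of the TPM of a library and were left out of the gene values. TPM values were summed per gene, which gave 35705 genes, and the 13841 genes with a mean of at least 1 TPM over the 10 libraries were tested. Values were analysed as log2(TPM + 1), with no further scaling. Fold changes on this scale understate the change of genes with low values.

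Genes were compared between genotypes with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend on mean expression), two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05 on the adjusted p. All 10 libraries entered the fit, with no covariate. The same fit served 2 lists fixed in advance, namely the genes within 250 kb of Mir324 and 8 genes named in earlier work on miR-324 as targets of either mature strand (1 of which entered the adjustments and is not reported here), for which p-values were also adjusted over the list alone. The neighbours of Mir324 were additionally tested with an exact permutation test. Genes to be named singly were to be the 5 largest increases and 5 largest decreases with an adjusted p under 0.05 and no overlap between genotypes. As none qualified, the rule named the 3 genes with the smallest unadjusted p in each direction, together with the genes of the fixed lists.

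The 11 lists of marker or pathway genes, written as cartilage chondrocyte, hypertrophic, osteoblast and osteocyte, osteoclast, skeletal muscle, erythroid, neutrophil, adipocyte, fibroblast, Hedgehog readout and Wnt readout, were scored per mouse as the mean log2(TPM + 1) of their genes that passed the TPM filter. Scores were compared with a two-sided exact permutation test of the difference in group means over every split of the 10 mice into 5 and 5, with Benjamini-Hochberg adjustment over the 11 sets. The smallest p this test can give is 0.00794. A B lineage list of 8 genes was added after the data had been examined and was used in the comparison of sets with one another and in the comparison of marrow genes with Col2a1. No gene was in more than 1 set, and 1 candidate target, Gli1, was also in the Hedgehog set. The share of TPM taken by groups of abundant genes was tested with the same exact test, also as a choice made after the data had been examined.

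Predicted target sites were searched in the longest annotated 3′ UTR of each protein-coding gene tested, as the reverse complement of bases 2 to 8 of the mature strand (7mer-m8, with or without the adenosine that makes an 8mer). Each gene with a site was matched to a gene with no 6mer of that seed, on mean expression and 3′ UTR length. The mean difference of the pairs was taken per mouse and compared between genotypes with the exact permutation test, adjusted over the 2 strands. Replicate similarity was described with Spearman correlations and principal components of log2(TPM + 1) over the genes tested. These steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

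The steps were tested on simulated data. With independent noise drawn from the spread of the 13841 genes and 200 genes changed, the limma step recovered 81% of 2-fold and 98% of 4-fold changes at an adjusted p under 0.05, with 9 and 6 false calls. For the set and site tests, the genotype difference of each gene was first removed, so that only the added shift remained. A shift of 1 on the log2 scale added to 100 random sets of 10 genes gave a permutation p under 0.05 in 100 of them. Genes of a marker set can vary together between mice, unlike genes drawn at random, so this may overstate the power for the marker sets. A shift of 0.05 on the log2 scale added to the genes with a site was detected for both strands with the smallest p the test can give, and a shift of 0.02 was not, with exact permutation p of 0.103 for miR-324-5p and 0.0794 for miR-324-3p.

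The tests, gene lists, naming rule and most alternatives were fixed before the data were examined. Those alternatives were a pseudocount of 0.1, no filter or a mean of at least 5 TPM, median ratio scaling, quantile normalization, limma without the trend or with array quality weights, the replicate number as a block, skeletal muscle or neutrophil scores as a covariate, single transcripts, limma's fry for the sets, other definitions of a seed site, and leaving out each mouse in turn. A covariate based on Xist was planned as well and not run, since Xist was not analysed here. Rescaling without haemoglobin genes, a correction for GC content and transcript length, erythroid and osteoblast covariates, and a restriction to protein-coding genes were chosen after seeing the data.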

Results

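RNA sequencing was performed on articular cartilage from 10 mice, 5 wild-type and 5 Mir324-null, with 1 library per mouse. Mir324 encodes a microRNA hairpin that is cut into 2 mature strands, miR-324-5p and miR-324-3p, which repress messenger RNAs that carry sites complementary to their seed. The comparison asked which transcripts differ in cartilage of mice that lack this microRNA, in a study concerned with its role in bone-forming and bone-resorbing cells. Abundance was available as TPM, so that read depth is unknown, and between 55447 and 59493 transcripts per library had a value above 0. Between 13386 and 14299 genes per library reached 1 TPM. The Y-linked gene Ddx3y was above 0 in all 10 libraries, at 16.7 ± 1.82 TPM (mean ± SD, n = 10).

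A few transcripts of blood-forming cells made up a large part of each library. Haemoglobin genes together took up 15.5% ± 3.93 of the TPM in wild-type and 20.6% ± 4.21 in null libraries (mean ± SD, n = 5 each). This difference of 5.09 percentage points did not exceed the spread between mice (exact permutation test, two-sided, p = 0.0952, 0.138 after Benjamini-Hochberg adjustment over 4 such shares). The neutrophil genes S100a8 and S100a9 together held 6.12% ± 1.77 in wild-type and 5.55% ± 1.61 in null libraries (SD, n = 5, exact permutation p = 0.635, adjusted 0.635), and the sign of this difference turned without wild-type replicate 5. The 10 most abundant genes of each library summed to 25.1% ± 3.64 and 29.2% ± 3.43 (SD, n = 5, exact permutation p = 0.103, adjusted 0.138), and this difference of 4.04 percentage points was 2.62 without wild-type replicate 1. Mitochondrial genes held 5.39% ± 0.595 in wild-type and 4.38% ± 0.537 in null libraries (SD, n = 5). They were below the wild-type mean in all 5 null mice, with an exact permutation p of 0.0159 that did not pass adjustment over the 4 shares (0.0635). When single mice were left out, this adjusted p lay between 0.0317 (without wild-type replicate 5) and 0.159 (without Mir324-null replicate 1). The difference then lay between -1.15 (without wild-type replicate 5) and -0.766 percentage points (without wild-type replicate 1). Among cartilage and bone genes, Col2a1 (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695) averaged 91.4 ± 31.9 TPM in wild-type and 59.0 ± 24.1 TPM in null libraries (SD, n = 5), and Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) averaged 1522 ± 401 and 829 ± 339 TPM (SD, n = 5).

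Libraries of one genotype were about as similar to each other as to those of the other genotype. The median Spearman correlation of log2(TPM + 1) across the 13841 genes tested was 0.966 over the 20 pairs within a genotype, with a range of 0.943 to 0.972. It was 0.964 over the 25 pairs between genotypes, with a range of 0.933 to 0.973. These correlations are across genes, which are not independent replicates. Restricting them to the 10333 genes with a mean of at least 5 TPM lowered both medians, to 0.952 and 0.949. The first principal component held 26.7% of the variance and the second 14.4%. Wild-type replicate 1 lay apart from the other libraries on the first component, at -54.8, while the other wild-type mice lay between -9.22 and 8.26 and the null mice between -12.1 and 30.2.

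The targeted gene was examined first. The Mir324 hairpin (ENSMUSG00000065534) spans 89 bases on the plus strand of chromosome 11, from 70012043 to 70012131 in GRCm38. In the annotation it lies in exon 16 of 2 Dvl2 transcripts on the same strand, after the end of the coding sequence, and in introns of Acadvl, which is transcribed from the opposite strand. Mir324 itself was not analysed here, so the genotype labels could not be checked against the microRNA. The 2 Dvl2 transcripts that contain the hairpin had values of 0.0927 to 0.351 TPM in the wild-type and 0.0857 to 0.255 TPM in the null libraries, with the same value for both transcripts in every library. Dvl2 as a whole (ENSMUSG00000020888, chromosome 11, 70000595 to 70012301) averaged 6.22 ± 0.608 TPM in wild-type and 6.25 ± 1.20 TPM in null mice (SD, n = 5). The change was -0.0058 on the log2(TPM + 1) scale (SE 0.135, exact permutation p = 0.968, adjusted p in limma 0.994), and its sign differed between scalings.

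Whether the null allele altered nearby genes was tested over the 250 kb on either side of the hairpin. The annotation lists 46 other genes there, 41 of which were in the table and 28 of which passed the TPM filter. Changes ranged from -0.24 to 0.35 on the log2(TPM + 1) scale with a median of -0.016, and 10 genes were higher and 18 lower in null mice. This balance depended on the scaling, with 17 higher and 11 lower after median ratio scaling and 18 higher and 10 lower after quantile normalization. It also turned without wild-type replicate 1 (21 higher and 7 lower) and without Mir324-null replicate 4 or 5 (16 higher and 12 lower each). In limma with Benjamini-Hochberg adjustment, 0 genes passed when adjusted over the list alone and 0 when adjusted over all genes tested, and 1 had an unadjusted p under 0.05. The smallest p adjusted over the list alone was 0.941 in limma and 0.952 in the exact permutation test, and the limma value was 0.0645 without Mir324-null replicate 3. The gene with the unadjusted p under 0.05 was Alox12 (ENSMUSG00000000320, minus strand, 70241457 to 70255353), at 49.9 ± 3.70 TPM in wild-type and 65.0 ± 15.4 TPM in null mice (SD, n = 5). It was higher than the wild-type mean in 4 of 5 null mice (log2 change 0.34, SE 0.155, limma p = 0.0470), and its exact permutation p was 0.103. Which neighbour had an unadjusted limma p under 0.05 also depended on the scaling. After median ratio scaling and after quantile normalization it was Gps2 and not Alox12. Gps2, chosen after its values were seen, changed by 0.19 with TPM as deposited (SE 0.0922, exact permutation p = 0.0714) and by 0.24 after median ratio scaling. Acadvl (ENSMUSG00000018574, minus strand, 70010183 to 70015411), which overlaps the hairpin and the end of Dvl2, averaged 33.7 ± 7.80 and 30.3 ± 4.85 TPM (SD, n = 5, log2 change -0.14, exact permutation p = 0.452). Its change was -0.014 without wild-type replicate 1. Reads of overlapping genes such as Dvl2 and Acadvl cannot be assigned with certainty, since the use of strand in the quantification was not stated.

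**Figure D1:**
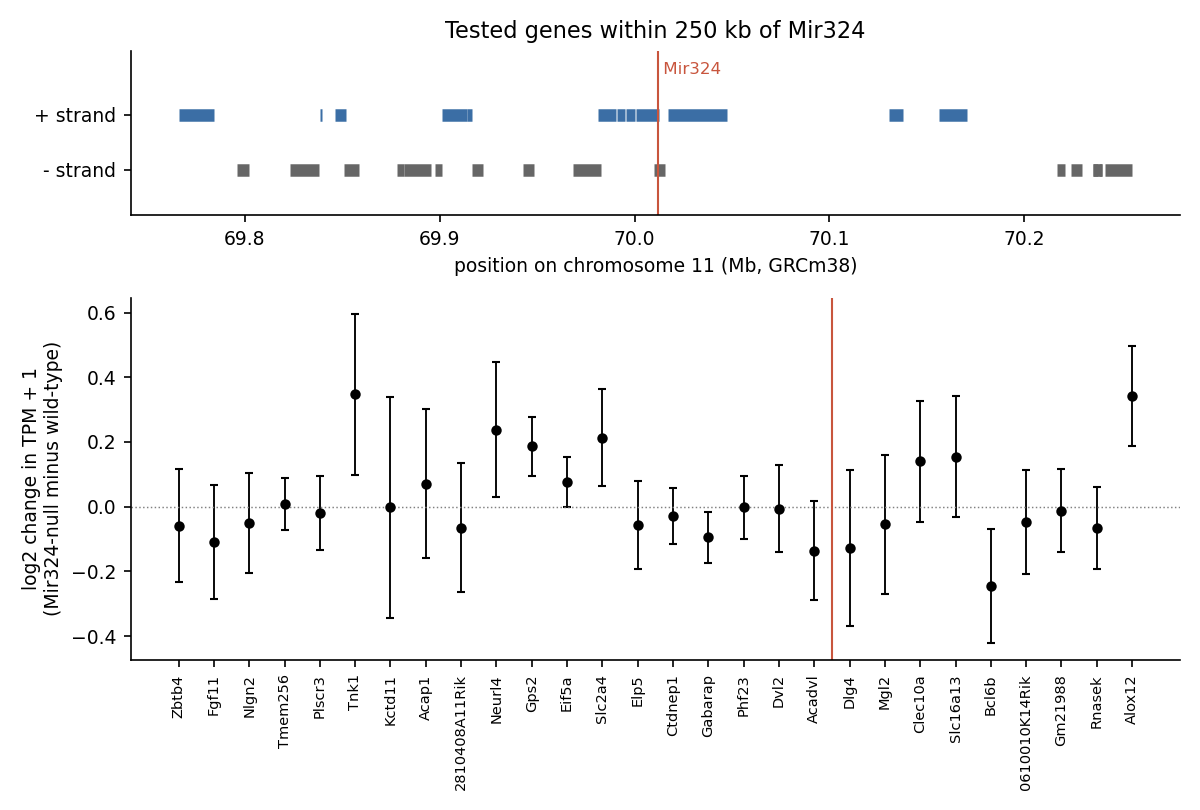
Position of the 28 tested genes within 250 kb of Mir324 on chromosome 11 of GRCm38 (upper panel, Mb, by strand) and the change of each in Mir324-null against wild-type mice on the log2(TPM + 1) scale (lower panel, genes in order of start position; points are limma estimates and bars are ± 1 SE, 5 mice per genotype). The red line marks Mir324; changes ranged from -0.24 to 0.35 and none passed adjustment.

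Across the transcriptome, 0 of the 13841 genes tested had an adjusted p under 0.05 (limma, Benjamini-Hochberg), and the smallest adjusted p was 0.277. At an unadjusted p under 0.05 there were 1603 genes, of which 592 were higher and 1011 lower in null mice, where 692 would be found by chance if genes were independent. The share of lower genes among them was 63.1% with TPM as deposited and depended on the scaling. It was 50.4% after median ratio scaling, with 875 higher and 888 lower, and 51.2% after quantile normalization, with 884 higher and 929 lower. After rescaling without the haemoglobin genes it was 32.2%, with 1216 higher and 577 lower. Leaving aside the fit of single transcripts, the alternative that moved the number most was the osteoblast and osteocyte score as a covariate. It gave 832 genes at an unadjusted p under 0.05 and 2 at an adjusted p under 0.05.

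The genes with the smallest unadjusted p in each direction are given as the naming rule requires, although each had an adjusted p of 0.277 and so failed the correction. In each of the 6, the 5 null mice lay entirely above or below the 5 wild-type mice (exact permutation p = 0.00794, the smallest the design allows). Apod (ENSMUSG00000022548, chromosome 16, 31296192 to 31314808) rose from 4.68 ± 0.593 to 11.1 ± 2.99 TPM (SD, n = 5, log2 change 1.06, SE 0.168). Mfsd2b (ENSMUSG00000037336, chromosome 12, 4862440 to 4874359) rose from 45.5 ± 4.82 to 69.8 ± 9.59 TPM (SD, n = 5, log2 change 0.60, SE 0.114). Igkv2-109 (ENSMUSG00000105606, chromosome 6, 68302427 to 68303158), an immunoglobulin variable segment, rose from 4.02 ± 4.13 to 22.5 ± 4.18 TPM (SD, n = 5, log2 change 2.57, SE 0.434). Without wild-type replicate 4, the highest of the wild-type mice, its change was 2.97 with an adjusted p of 0.0195. Over the alternatives run, its adjusted p ranged from 0.0195 to 0.558. Socs2 (ENSMUSG00000020027, chromosome 10, 95385362 to 95417180) fell from 12.2 ± 2.26 to 6.90 ± 0.573 TPM (SD, n = 5, log2 change -0.73, SE 0.131). Serpina1e (ENSMUSG00000072849, chromosome 12, 103946931 to 103958975) fell from 12.4 ± 2.23 to 6.40 ± 1.62 TPM (SD, n = 5, log2 change -0.86, SE 0.166). Gm14633 (ENSMUSG00000081620, chromosome X, 56447888 to 56448357), a processed pseudogene, fell from 4.54 ± 1.31 to 1.79 ± 0.395 TPM (SD, n = 5, log2 change -0.96, SE 0.193). The values of Igkv2-109, Serpina1e and Gm14633 are uncertain because each has close relatives with which reads can be shared.

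**Figure D2:**
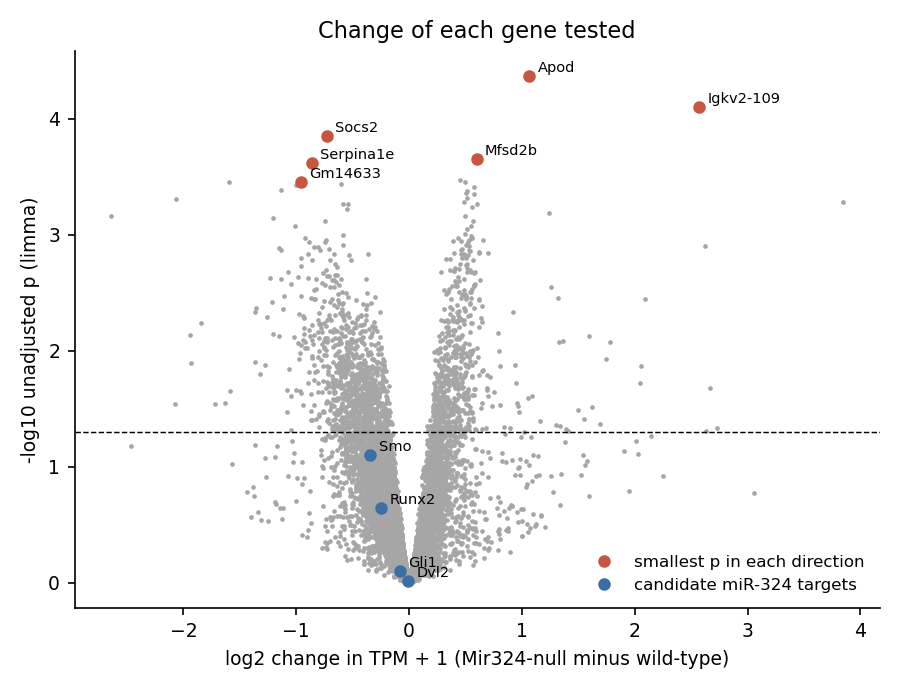
Change of each of the 13841 genes tested on the log2(TPM + 1) scale (x axis, Mir324-null minus wild-type, 5 mice each) against the -log10 of its unadjusted limma p (y axis). The dashed line is an unadjusted p of 0.05; red points are the 3 genes with the smallest p in each direction, blue points are the 4 candidate miR-324 targets given in the text, and none of the genes had an adjusted p under 0.05.

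Genes named in earlier work as targets of miR-324 were examined because loss of a repressor predicts higher levels. Of the 8 listed, 5 passed the TPM filter, and 0 of them changed when adjusted over the list alone or over all genes, with 0 at an unadjusted p under 0.05. These values are of whole pieces that held transcripts of blood-forming cells, and not of cartilage cells alone. The 4 estimates given here were below 0 with TPM as deposited, and those of Dvl2 and Gli1 were above 0 after quantile normalization. Smo (ENSMUSG00000001761, chromosome 6, 29735503 to 29761365), with 1 miR-324-3p site in its 3′ UTR of 1080 bases, averaged 15.0 ± 4.25 TPM in wild-type and 11.4 ± 1.80 TPM in null mice (SD, n = 5). It was below the wild-type mean in all 5 null mice, a change of -0.34 (SE 0.179) with a limma p of 0.0798, 0.399 adjusted over the list alone and 0.495 over all genes. Without wild-type replicate 1 the change was -0.23. The unadjusted limma p of Smo was under 0.05 in 3 alternatives, with changes of -0.37 with the neutrophil covariate, -0.43 without wild-type replicate 3 and -0.44 without wild-type replicate 5. With the osteoblast and osteocyte covariate the change was above 0, at 0.17. Runx2 (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797), with 1 miR-324-5p site, averaged 15.5 ± 3.92 and 12.8 ± 2.85 TPM (SD, n = 5, log2 change -0.25, exact permutation p = 0.317). The change of Runx2 was -0.11 without Mir324-null replicate 5 and -0.16 without wild-type replicate 1. Gli1 (ENSMUSG00000025407, chromosome 10, 127329882 to 127341974), with no site for either strand in its longest 3′ UTR, averaged 2.35 ± 1.34 and 2.16 ± 1.06 TPM (SD, n = 5, log2 change -0.079, exact permutation p = 0.817). Without wild-type replicate 1, which had 4.65 TPM, the change of Gli1 was 0.13, and it was also above 0 without Mir324-null replicate 4 (0.054) or replicate 5 (0.058). With the osteoblast and osteocyte covariate, the change of Gli1 was above 0 and larger than its standard error. Dvl2, given above, had 1 miR-324-3p site. Wnt2b, Gdap1 and Kcnd2 averaged 0.121, 0.155 and 0.0032 TPM in wild-type mice and 0.106, 0.0900 and 0.0094 TPM in null mice, below the filter.

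Targets predicted from sequence were compared as a group. Among 12611 protein-coding genes with an annotated 3′ UTR, 1185 held a site GGGATGC for miR-324-5p (mature sequence CGCAUCCCCUAGGGCAUUGGUG) and 2190 a site GGCAGTG for miR-324-3p (mature sequence CCACUGCCCCAGGUGCUGCU). For miR-324-5p, genes with a site differed from their matched genes by 0.00086 ± 0.021 in wild-type and -5.6e-05 ± 0.0099 in null mice (mean log2 difference, SD, n = 5). The difference between genotypes was -0.00092 (exact permutation p = 0.913, adjusted 0.913 over the 2 strands). For miR-324-3p the values were 0.0232 ± 0.0143 and 0.0295 ± 0.0139 (SD, n = 5), a difference of 0.00625 (exact permutation p = 0.524, adjusted 0.913). Leaving out 1 mouse moved the latter to between 0.00182 (without wild-type replicate 4) and 0.0106 (without Mir324-null replicate 5). Both differences were smaller than the spread between mice. They describe whole pieces that also held transcripts of blood-forming cells, so they do not speak for cartilage cells alone. For miR-324-3p the matching on 3′ UTR length was incomplete, with medians of 2497 bases in genes with a site and 2122 bases in the matched genes. Counting 8mer sites only moved a difference most, that of miR-324-3p to 0.0210 (exact permutation p = 0.230). For miR-324-5p the direction changed with other choices, for instance to 0.0081 in genes with a mean of at least 5 TPM.

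**Figure D3:**
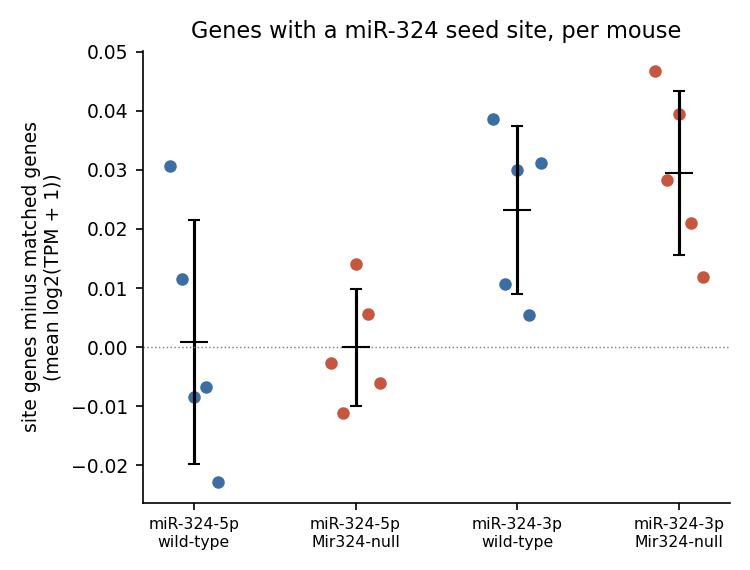
Mean log2(TPM + 1) of genes with a seed site minus that of their matched genes without one, for each mouse (y axis), by mature strand and genotype (x axis; points are mice, horizontal bars are means and error bars are SD, n = 5). The genotypes overlapped for both strands, with differences of -0.00092 for miR-324-5p and 0.00625 for miR-324-3p.

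Scores of marker gene sets were compared to ask whether cell populations or pathways differed between genotypes. Of the 11 sets, 0 passed adjustment, and the smallest adjusted p was 0.102, shared by 6 sets; 5 sets had an unadjusted exact permutation p under 0.05. The osteoblast and osteocyte set of 10 genes scored 7.97 ± 0.456 in wild-type and 7.12 ± 0.455 in null mice (mean log2(TPM + 1), SD, n = 5). Its difference of -0.85, with all 5 null mice below the wild-type mean, had an exact permutation p of 0.0159. Leaving out wild-type replicate 1 moved it most, to -0.69 (exact permutation p = 0.0476). The osteoclast set of 7 genes fell by 0.95, from 5.96 ± 0.528 to 5.01 ± 0.501 (SD, n = 5, exact permutation p = 0.0397, 5 of 5 null mice below the wild-type mean). The adipocyte set of 6 genes fell by 0.73, from 4.83 ± 0.296 to 4.10 ± 0.466 (SD, n = 5, exact permutation p = 0.0317, 4 of 5 null mice below). The cartilage chondrocyte set of 9 genes fell by 0.62, from 6.07 ± 0.578 to 5.45 ± 0.321 (SD, n = 5, exact permutation p = 0.0476, 5 of 5 below). The hypertrophic set of 5 genes fell by 0.69, from 4.87 ± 0.537 to 4.18 ± 0.300 (SD, n = 5, exact permutation p = 0.0476, 5 of 5 below). The erythroid set of 7 genes was higher by 0.46, at 12.4 ± 0.374 and 12.9 ± 0.254 (SD, n = 5, exact permutation p = 0.0556, 5 of 5 null mice above the wild-type mean). Each of these 6 sets had an adjusted p of 0.102, and none passed in limma's fry, where the smallest false discovery rate was 0.0632.

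None of the other 5 sets had an exact permutation p under 0.05 with TPM as deposited. In exact permutation tests, the neutrophil set changed by -0.065 (p = 0.802), the Wnt readout by -0.063 (p = 0.643) and the Hedgehog readout by -0.23 (p = 0.333), with adjusted values of 0.802, 0.707 and 0.427. The fibroblast set changed by 0.59 (exact permutation p = 0.246, adjusted 0.387) and the skeletal muscle set, of which 4 of 11 genes passed the filter, by 0.41 (p = 0.349, adjusted 0.427). The muscle difference was 0.46 after quantile normalization (exact permutation p = 0.0476, adjusted 0.0873) and 0.51 after the GC and length correction (exact permutation p = 0.0556, adjusted 0.112). It was 0.091 without Mir324-null replicate 2, the Hedgehog difference -0.072 without wild-type replicate 1 and the fibroblast difference 0.37 without Mir324-null replicate 3. The directions of the neutrophil and Wnt sets differed between scalings. Hba-a1 and Hba-a2, Hbb-bs and Hbb-bt, and Bglap and Bglap2 are close copies, so their single values are uncertain, which matters less for a score that holds both copies.

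**Figure D4:**
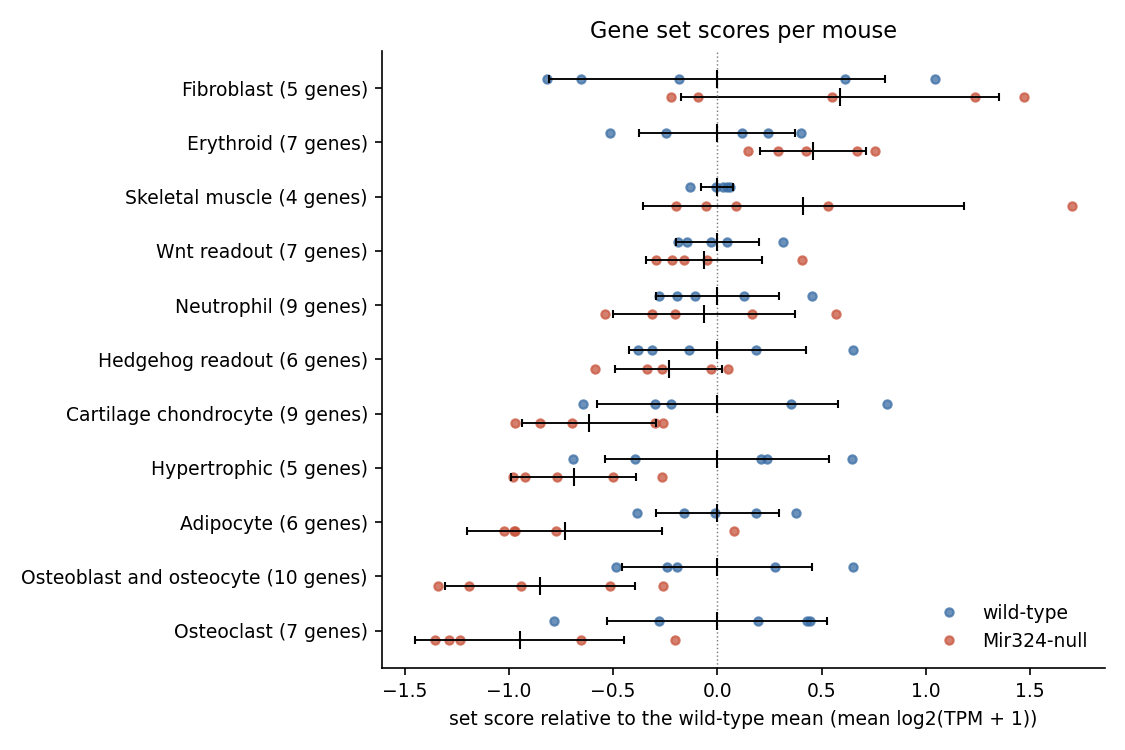
Score of each of the 11 gene sets relative to the wild-type mean (x axis, mean log2(TPM + 1)), one row per set. Points are mice, vertical ticks are group means and horizontal bars are SD (n = 5 per genotype); the osteoblast and osteocyte set differed by -0.85 and the erythroid set by 0.46, and no set passed adjustment.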

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

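The tests in this part were chosen after the values had been seen, except the one on skeletal tissue in wild-type replicate 1, which was written down before it was run. In 66 groups of 5 values, a mouse was set apart when its gap to the nearest mouse of its genotype exceeded 0.71 of the group's range. This found 5 values where chance gives about 3.3. Of the 5, 4 concerned wild-type replicate 1, and these measures are not independent of one another.

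Wild-type replicate 1 had 14299 genes with a TPM of at least 1, against 13646 to 13783 in the other wild-type mice. It lay at -54.8 on the first principal component and had a median Spearman correlation of 0.9431 with the other libraries, where the next lowest wild-type library had 0.961. Its Gli1 value was 4.65 TPM, and the next highest wild-type value was 2.18 TPM. Its haemoglobin share, 11.2%, was the lowest of all 10, and its osteoblast, chondrocyte and Hedgehog scores were the highest. A candidate explanation is a larger share of skeletal tissue in this piece. After the trend of each gene with the osteoblast and osteocyte score, fitted on the other libraries, had been removed, its median correlation rose to 0.953. The other wild-type libraries rose as well, from between 0.961 and 0.968 to between 0.969 and 0.972. The gap was 0.728 of the wild-type range before this step and 0.834 after it, so it did not narrow and was still beyond the limit. This single library excludes nothing, and a larger skeletal share cannot be told apart from other differences of this piece or its library. Differences in depth could not be examined because TPM keeps no depth, and the labels give no batch. No biological explanation was tested for a difference within a genotype. Without this mouse, 1147 genes had an unadjusted p under 0.05 and 0 an adjusted one, and the osteoblast set differed by -0.69, the chondrocyte set by -0.41 and Gli1 by 0.13.

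Mir324-null replicate 3 had an adipocyte score of 4.91, while the other null mice were at or below 4.05. Without it the adipocyte set differed by -0.94 between genotypes, against -0.73 with it. The cause was not tested, and no biological explanation within a genotype was tested. This is a single value among 66 groups, within the number that chance gives.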

How the results depend on the processing

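The number of genes with an adjusted p under 0.05 was 0 with TPM as deposited and in 15 alternatives that kept all 10 mice. Leaving aside the replicate block, these gave between 1218 genes (erythroid score as a covariate) and 2399 (single transcripts) at an unadjusted p under 0.05. The smallest adjusted p among them was 0.0599, from single transcripts, of which 32035 were tested. With the osteoblast and osteocyte score as a covariate, 2 genes passed, Has1 and Tppp3, and 832 had an unadjusted p under 0.05. That score may itself carry an effect of the genotype, so this fit cannot stand for the comparison without it. Leaving out each mouse in turn gave 0 to 1 genes with an adjusted p under 0.05 and 1106 to 1927 at an unadjusted p under 0.05. The single genes were Gm37419 without wild-type replicate 3, Igkv2-109 without wild-type replicate 4 and Rpl30-ps9 without Mir324-null replicate 1. All of these but Igkv2-109 fall outside the naming rule and were chosen after their values were seen. A planned covariate based on Xist was not run. Since sequencing depth is unknown, no result could be weighed by the depth of its library.

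The number 1603 at an unadjusted p under 0.05 was exceeded or matched by 12 of 100 splits of the 10 mice, as described under the other observations. The balance of higher and lower genes among them followed the scaling, and it also moved when single mice were left out. Lower genes made up 63.1% with TPM as deposited, 50.4% after median ratio scaling, 51.2% after quantile normalization, 52.8% after the GC and length correction and 32.2% without haemoglobin genes. They were 13.1% with the osteoblast and osteocyte covariate, 20.1% with the erythroid covariate and 77.2% with the skeletal muscle covariate. When single mice were left out, they lay between 54.1% (without wild-type replicate 1) and 71.9% (without Mir324-null replicate 2). The median log2 change of all genes was -0.045 as deposited, 0.0032 after median ratio scaling and 0.036 without haemoglobin genes.

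The replicate numbers shared by both genotypes did not pair the mice. The correlation of deviations from the group means across genes was -0.107, -0.0066, -0.144, 0.0564 and 0.0207 for numbers 1 to 5. With the replicate block, 1168 genes had an unadjusted p under 0.05 and 0 an adjusted one. For the gene sets and seed sites the block test uses 32 sign patterns, cannot give a p below 0.0625 and so says nothing about stability.

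No list changed its count: 0 neighbours of Mir324 and 0 candidate targets passed adjustment over the list alone in each alternative run for them, leaving out single mice included. With TPM as deposited, 1 neighbour and 0 candidate targets had an unadjusted p under 0.05. Of the 28 neighbours, 10 were higher in null mice as deposited, 17 after median ratio scaling, 22 without haemoglobin genes, 9 with the skeletal muscle covariate and 27 with the osteoblast and osteocyte covariate. Without single mice, between 9 (without Mir324-null replicate 2) and 21 (without wild-type replicate 1) were higher. Without haemoglobin genes, 3 neighbours had an unadjusted p under 0.05, namely Alox12, Eif5a and Gps2, and with the erythroid covariate 3, namely Acap1, Gps2 and Neurl4. Of these, the ones other than Alox12 were chosen after their values were seen. Of 14 genes followed through the alternatives fixed in advance, 11 kept their direction in each, among them the 6 named for their p-values. Dvl2 was 0.03922 after median ratio scaling and 0.07251 after quantile normalization, and ranged from -0.07243 to 0.06547 across the fits that each left out one mouse. Gli1 was 0.007268 after quantile normalization and 0.01674 with array quality weights, and ranged from -0.2099 to 0.1296 across those fits, the highest without wild-type replicate 1. Dlg4 ranged from -0.2554 to 0.005828. The cause of these reversals was not tested, and each of these reversed estimates was smaller than its standard error. With the covariates added later, further estimates turned. Smo, Runx2, Acadvl, Dlg4, Dvl2 and Gli1 were above 0 with the osteoblast and osteocyte covariate, Gli1 at 0.737 (SE 0.256), and all of these but Smo also with the erythroid covariate.

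Of the 11 gene sets, 9 kept their direction in each alternative, and 0 passed adjustment in any. The smallest adjusted p was 0.0873, and 0.0632 in fry. The neutrophil set was 0.02448 after quantile normalization and 0.02538 without haemoglobin genes, and ranged from -0.223 to 0.05342 across the fits that each left out one mouse. The Wnt readout was 0.03126 after quantile normalization and ranged from -0.1804 to 0.01617, the highest without wild-type replicate 1. The cause was not tested. With TPM as deposited, 5 sets had an unadjusted p under 0.05.

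The seed site difference for miR-324-5p was 0.008117 with a mean of at least 5 TPM, 0.004019 with 8mer sites only and 0.000237 with any annotated 3′ UTR, and ranged from -0.006843 (without wild-type replicate 5) to 0.006544 (without wild-type replicate 1) across the fits that each left out one mouse. For miR-324-3p it was -0.001463 with the seed moved by 2 bases, and ranged from 0.001819 (without wild-type replicate 4) to 0.01063 (without Mir324-null replicate 5) across those fits. The cause was not tested, and both strands stayed below the shift of 0.05 that the simulated data showed to be detectable. The median similarity within a genotype was 0.9518 and between genotypes 0.9488 when only the 10333 genes with a mean of at least 5 TPM entered. The share of S100a8 and S100a9 differed by -1.221 to 0.02461 percentage points when single mice were left out, the highest without wild-type replicate 5.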

Other observations

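The B lineage set and the comparison with Col2a1 were chosen only after the values had been seen. So were the comparisons of sets and of scores with one another, other than the chondrocyte and osteoblast sets. The corrections of the osteoblast, chondrocyte and hypertrophic sets for haemoglobin genes, GC content and length were also chosen after the data had been seen. An exploratory limma fit and a look at single genes came before some predictions were written down. The 1603 genes at an unadjusted p under 0.05 were first set against chance. Of 100 splits of the 10 mice into 5 and 5, drawn from 126 distinct ones and including the real one, 12 gave as many genes. The median split gave 446.5 genes and the range was 190 to 2493. At an adjusted p under 0.05, 12 of the splits gave at least 1 gene, and the real split gave 0. A surplus of genes at this level can therefore arise from a grouping unrelated to genotype.

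DNA of another strain that travels with the Mir324 allele would place differing genes near it. Within 10 Mb of Mir324, 19 of 271 genes (7.01%) had an unadjusted p under 0.05, against 1584 of 13570 elsewhere (11.7%), and the one-sided Fisher's exact p for a surplus was 0.9956. These counts argue against linked DNA as the source of most genes at this level. A few altered genes near Mir324 would not show as a surplus in this test, and strain differences elsewhere were not tested.

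Haemoglobin genes and S100a8 with S100a9 together took up 18.1% and 5.83% of the TPM on average over the 10 libraries, in tissue labelled as articular cartilage. A candidate source is RNA of marrow and blood cells in the dissected pieces. Of 17 genes in the neutrophil and B lineage lists, 12 had a mean TPM above that of the cartilage collagen gene Col2a1 at 75.2 TPM, namely 9 of 9 neutrophil genes and 3 of 8 B lineage genes. They included Elane at 776 TPM and Mpo at 928 TPM, which are genes of neutrophil precursors, and Vpreb3 at 99.2 TPM, a gene of B cell precursors. How many of the listed genes cartilage cells express themselves could not be counted in whole-tissue libraries.

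The osteoblast, chondrocyte and hypertrophic sets were lower in null mice, although none passed adjustment. Dilution by haemoglobin transcripts would lower them all. After leaving out the haemoglobin genes and rescaling, the osteoblast and osteocyte difference was still -0.7635 (exact permutation p = 0.0397), against -0.85 as deposited. After centring within bins of GC content and length it was -0.799 (exact permutation p = 0.0159). In the 10 fits that each left out one mouse, it stayed negative, with a smallest difference of -0.69 without wild-type replicate 1, and the exact permutation p reached 0.04762 at most. For the osteoblast and osteocyte set, these values argue against haemoglobin, GC content, length or 1 library as the whole cause, at unadjusted p-values only. For the chondrocyte and hypertrophic sets these causes stay open. Their differences were -0.5356 and -0.618 without the haemoglobin genes (exact permutation p = 0.119 and 0.0635), -0.5421 and -0.6463 after centring (exact permutation p = 0.0714 and 0.0556), and -0.4134 and -0.5271 without wild-type replicate 1 (exact permutation p = 0.119 and 0.0873), against -0.62 and -0.69 as deposited (exact permutation p = 0.0476 for both). They kept their direction in these 3 settings, but no exact permutation p was under 0.05 there.

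A smaller share of skeletal tissue in the null pieces stays open for these sets. The chondrocyte set fell less than the osteoblast set by 0.2341, which did not pass (exact permutation p = 0.0556, 0.0833 after adjustment over 6 such comparisons). The unadjusted p is close to the threshold, so whether these 2 sets fell alike is uncertain. Across the 10 mice, after removing the genotype means, the osteoblast and chondrocyte scores rose together (Pearson's r 0.940, permutation p = 0.00013, adjusted 0.00052; Spearman's rho 0.891, permutation p = 0.00122, adjusted 0.00488; 4 relations computed). Without the 2 mice farthest from the median, r was 0.938. The relations of the osteoblast score with the osteoclast score (r 0.760, rho 0.636, permutation p = 0.0148 and 0.0542, adjusted 0.0278 and 0.0885) and the erythroid score (r -0.56, rho -0.61, permutation p = 0.0907 and 0.0664, adjusted 0.0907 and 0.0885) were looser, and r was 0.571 and -0.37 without the 2 farthest mice. The relation with the adipocyte score (r 0.694, rho 0.576, permutation p = 0.0209 and 0.0900, adjusted 0.0278 and 0.0900) rests on the 2 farthest mice, without which r was 0.183. The amount of bone under the cartilage cap may thus have varied from piece to piece. An effect of the genotype on bone or cartilage cells also stays open and was not tested apart from it.

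The erythroid set was higher in null mice by 0.46, and this too failed adjustment. A larger share of marrow would raise all marrow sets alike. Against the neutrophil set the erythroid set differed by 0.52, which did not pass (exact permutation p = 0.198, adjusted 0.238). Against the B lineage set, which changed by -0.44 (exact permutation p = 0.0794), it differed by 0.8994 with the smallest p the test can give, 0.00794 (adjusted 0.0238). If marrow cells kept fixed proportions, the second comparison argues against a larger marrow share as the whole cause, while the first leaves it open. The B lineage set was chosen after the values had been seen, and its own fall makes up part of the difference. A smaller share of skeletal tissue would raise the sets of all other cells alike. On the same premise, the second comparison argues that it does not account for the way these sets moved apart. The osteoblast set changed relative to the fibroblast set by -1.44 (exact permutation p = 0.00794, adjusted 0.0238) and relative to the adipocyte set by -0.12 (exact permutation p = 0.595, adjusted 0.595), and the erythroid set rose relative to the osteoblast set by 1.31 (exact permutation p = 0.0238, adjusted 0.0476). A change in the erythroid cells themselves, by genotype or by piece of tissue, stays open and untested.

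A few short genes with close relatives elsewhere in the genome were listed at or near 0 in one genotype and well above it in the other, and were chosen after their values were seen. The ribosomal pseudogene Rpl30-ps9 (chromosome X, 105278637 to 105278981) was listed near 0 in all 5 wild-type mice and in Mir324-null replicate 1, and at 21.5 to 35.5 TPM in the other null mice. Gm37419 (chromosome 16, 23988482 to 23988595) was listed at 0 in all 5 null mice and in wild-type replicate 3, and at 6.58 to 12.2 TPM in the other wild-type mice. Their adjusted p was 0.277 with all mice (limma, Benjamini-Hochberg). An exact 0 can be a failed estimate where reads are shared between copies, and the cause was not tested.

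Transcripts of the table that matched no annotated gene held 0.297% of the TPM on average over the libraries. Of these, 218 had a mean of at least 1 TPM, and 0 passed limma with Benjamini-Hochberg adjustment over these alone, with 11 at an unadjusted p under 0.05.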
